# Investigation on the cellular mechanism of Prunetin evidenced through next generation sequencing and bioinformatic approaches against gastric cancer

**DOI:** 10.1038/s41598-022-15826-y

**Published:** 2022-07-13

**Authors:** Preethi Vetrivel, Santhi Nachimuthu, Abusaliya Abuyaseer, Pritam Bhagwan Bhosale, Sang Eun Ha, Hun Hwan Kim, Min Young Park, Gon Sup Kim

**Keywords:** Gastrointestinal cancer, Genomics, Sequencing

## Abstract

Gastric cancer is the common type of malignancy positioned at second in mortality rate causing burden worldwide with increasing treatment options. More accurate and reliable diagnostic methods/biomarkers are urgently needed. The application of transcriptomics technologies possesses the high efficiency of identifying key metabolic pathways and functional genes in cancer research. In this study, we performed a transcriptome analysis on Prunetin treated AGS cells. A total of 1,118 differentially expressed (DE) genes on Prunetin treated AGS cancer cells, among which 463 were up-regulated and 655 were down-regulated. Notably, around 40 genes were found to be related with necroptosis, among which 16 genes were found to be in close association with Receptor Interacting Protein Kinase (RIPK) family. Validation of the RIPK genes through GEPIA identified 8 genes (*NRP1, MNX1, SSRP1, PRDX2, PLRG1, LGALS4, SNX5* and *FXYD3*) which are highly expressed in stomach cancer were significantly down-regulated in PRU treated samples. In conclusion, the sequencing data explores the expression of RIPK mediated genes through necroptosis signaling network in treating gastric cancer. The futuristic validations on the 8 genes as candidate biomarkers will offer a treatment approach against gastric cancer using PRU.

## Introduction

Despite improvements in survival rates over the last few decades, GC has only been diagnosed at an advanced stage, with very poor prognoses and the highest chance of recurrence^1^. GC is biologically and genetically heterogeneous, with a poor understanding of molecular carcinogenesis^2^. Biomarkers are distinct features that can be objectively measured and analyzed as indicators of biological processes, pathogenic mechanisms and pharmacological responses to a therapeutic intervention^3^. Despite the fact that numerous studies on GC biomarkers have been published, the majority of the identified targets fail in validation studies^4^. Patients in advanced stages are still unable to be treated with targeted therapy, and there are currently no diagnostic markers available. The altered regulation of gene expression is a major reason for tumors to express different cancer biomarkers. As a result, significant progress has been made in identifying the key mediators of GC at the molecular level^5^.

Chemotherapeutics are currently at a higher risk of failure due to their high toxicity. As a result, numerous studies are being conducted to investigate the use of natural compounds as potential drug candidates^6,7^. Prunetin (PRU) is an O-methylated flavonoid extracted from various plant sources that has numerous biological activities such as anti-obesity, anti-inflammatory, and proteolytic activity^8^. Targeting pathways associated with malignancy and progression would be a novel strategy for understanding the progression of GC and its detailed genomic characterization^9^.

Transcriptome sequencing is a rapidly evolving technique that provides an unprecedented view of the transcriptome profile^10^. It is now widely accepted that the introduction of high-throughput sequencing technology has accelerated the analysis of tumor behavior at the molecular level^11^. Identification of transcriptome sequencing using RNA-seq yields a large amount of information on expressed sequence tags (ESTs) and the discovery of new functional genes, which is beneficial to the development of molecular markers. Furthermore, RNA-seq technology, which has been widely used in disease diagnosis, pharmaceutical mechanism, and drug screening, could be used to assess the spatial and temporal gene expression of specific cell genes or tissues^12^.

A gene expression profile is an excellent next-generation biomarker for understanding cancer molecular diagnostics^13^. In this context, RNA-seq is a standard approach that compares the tumor gene expression profile to that of normal tissue to predict response to targeted therapies^14^. A study of single gene expression and its statistics, or the activation of molecular pathways, would provide insight into the mechanisms of cancer development, progression, and response to therapies^15^. Hence, next generation sequencing is currently crucial in the investigation of carcinogenesis and the identification of treatment targets, driver genes, drug targets, and biomarkers for human GC^16^.

The aim of the current study is to obtain the gene expression profile on PRU treated gastric cancer cells. A sequencing strategy using Illumina Novaseq6000 platform was adopted to acquire the differential genes among the control and PRU treated conditions which laid a foundation on understating the cell death mechanism. The overall schematic workflow of the present study is depicted in and as Fig. S1.

## Results

### Preprocessing of sequencing reads

AGS cells grouped into untreated and treated conditions with PRU for 24h (Fig. S2a) were sequenced using Ilumina novaseq6000 platform. 

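AGS is an established human gastric cancer cell line, and PRU is an O-methylated flavonoid. RNA was taken after 24 h from 3 samples of untreated control cells and 3 samples of PRU treated cells. The paper's text gives no dose, and the sample labels give 0 for the controls and 80 for the treated samples without a unit. The labels also give 500000 seeded cells where the paper's methods give 40000. The authors purified poly-A RNA, trimmed the paired-end reads, mapped them to GRCh38 and estimated the read pairs and the TPM of each transcript with RSEM. The deposited tables hold these estimates for 203675 transcripts, with a column for each sample and no filter on low values, since 88325 transcripts were listed at 0 in all 6 samples. The paper's further global normalization of TPM is not part of the tables. Of these transcripts, 199392 were matched by identifier to the GENCODE v44 annotation of GRCh38, which gave the gene names and coordinates, and 4283 were not matched. The paper speaks of genes while the tables list transcripts, so both were tested: the transcripts as listed, and gene totals in which all matched transcripts of a gene were summed. Counts were rounded, normalized by edgeR's TMM method and compared between the conditions with edgeR's quasi-likelihood test, with the condition as the sole term. The paper names edgeR, and its text does not name which of the package's tests was used. As in the paper, a transcript or gene was tested when all 3 samples of at least 1 condition had more than 5 reads and more than 0.3 TPM. This left 47283 transcripts and 14462 genes. A transcript or gene counted as differentially expressed at a log2 fold change of at least 2 in either direction and an FDR under 0.05.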

Each condition were sequenced in triplicates. The sum of all the raw sequences were found to be 324,191,686 and the genome mapped sequences were 289,528,324, respectively. 

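The deposited counts are estimated read pairs assigned to transcripts, and they summed to 126815776 over the 6 samples. The 3 control samples held 20949085, 21007917 and 20258295 pairs, with a median of 20949085. The 3 PRU treated samples held 21742580, 22599907 and 20257992 pairs, with a median of 21742580. Counted as reads, with each pair taken as a forward and a reverse read, the 6 samples held 253631552 reads. The paper's figure for mapped sequences counts reads placed on the genome, and all values given here rest on the pairs assigned to transcripts. In each sample the 10 most abundant transcripts held between 5.55% and 6.8% of the pairs.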

Samples from each conditions are mapped with average total reads 89.32% and average clean reads 95.98% as shown in Fig. S2b. The obtained cleaned reads were subjected to normalization based on log2 transcripts per kilo base million (TPM) (Fig. S2c). The samples were clustered based on Euclidean distance method and represented by dendogram as shown in Fig. S2d. The correlation of the sequenced samples is represented by heat map (Fig. S2e) based on read counts ≥5 and TPM ≥0.3, respectively. 

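The comparison of samples used log2(TPM + 1) over the tested transcripts. Between control samples the Euclidean distance ran from 112.2 to 120.2, and PRU treated replicates 2 and 3 were 111.5 apart. PRU treated replicate 1 lay farther from the other treated samples, at 139.9 and 140.5. Between a control and a treated sample the distance ran from 143.7 to 171.8. Pearson's correlation across transcripts, which are not independent replicates, was between 0.9494 and 0.9554 within the controls and between 0.8986 and 0.9283 across the conditions. Distances between conditions exceeded those within conditions by 33.2 on average (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). With log2(TPM + 0.1) this difference was 56.3, the alternative that moved it most. Distances within conditions rose as well, to between 207.0 and 239.4, so the larger difference does not show a clearer separation. The labels and the paper give no sequencing date or batch. In a principal component analysis of the gene totals, the first component held 63.7% of the variance and the second 17.9%.

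**Figure D1:**
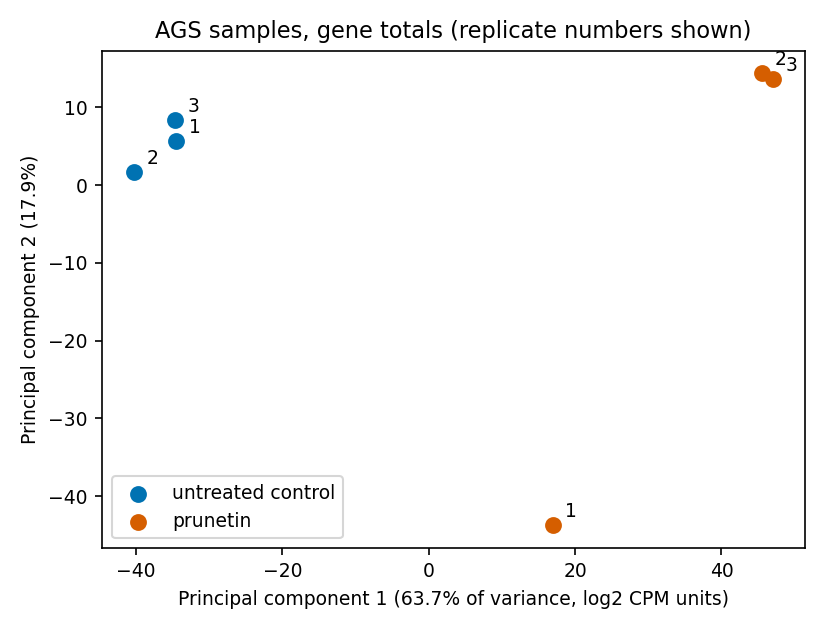
Principal components of the log2 CPM of gene totals, with component 1 on the x axis, component 2 on the y axis and a point for each sample, labelled with its replicate number. The 3 control samples sit between -40.23 and -34.52 on component 1, PRU treated replicates 2 and 3 at 45.49 and 47.02, and PRU treated replicate 1 at 16.94.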

The overall read mapping statistics of all the samples are depicted in Table S1.

### Screening of differentially expressed genes

The differentially expressed genes among PRU treated and untreated control AGS cells were identified using the edgeR package in R. The expression profile showed a total of 1,118 DEGs among the control and treated conditions which are clustered using complete linkage method as shown in Fig. 1a. 

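With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1506 of the tested transcripts had an FDR under 0.05, and 474 of these also passed the fold change threshold. At the level of gene totals, 3973 of the tested genes had an FDR under 0.05 and 241 passed both thresholds. The number of differentially expressed transcripts depended on single samples. It was between 38 and 94 in the 5 comparisons that each left out a sample other than PRU treated replicate 1, and it was 1204 without that replicate. The 38 came from leaving out control replicate 1. For gene totals, the largest move by ratio was to 52 genes with limma on log2(TPM + 1). The count of genes ran from 215 to 247 when a sample other than PRU treated replicate 1 was left out, and it was 378 without that replicate.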

Among the DEGs, the up-regulation and down-regulation category of genes were distinguished based on a logFC>=2 and false discovery rate (FDR) < 0.05 represented in a volcano plot (Fig. 1b). Upon identification, 463 genes were up-regulated and 655 were down-regulated as depicted in a bar graph in Fig. 1c.

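Of the 474 transcripts, 164 were up-regulated and 310 down-regulated, and of the 241 genes, 49 were up-regulated and 192 down-regulated. Leaving out a sample other than PRU treated replicate 1 left between 5 and 12 transcripts up-regulated and between 32 and 88 down-regulated. Without that replicate these counts were 494 and 710. Among the 164 up-regulated transcripts, the smallest p belonged to ENST00000405140 of CLU (chromosome 8, 27597808 to 27611431). It rose from 4.42 ± 0.448 to 29.4 ± 3.1 TPM (SD, n = 3 in each condition). Its log2 fold change was 2.63 (standard error 0.15, FDR 0.00296 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Next came ENST00000640181 of PHLDB2 (chromosome 3, 111957486 to 111976209), which had 0 reads in all control samples and was at least 112-fold higher with PRU, and ENST00000248071 of KLF2, with a log2 fold change of 2.69. The PHLDB2 transcript has no defined coding sequence. Between samples of the same condition, a median of 933 transcripts also had at least 50 reads in 1 sample and 0 in the other. Its rise is therefore not shown to be a rise of the gene. The KLF2 transcript kept its direction but passed the FDR threshold in no comparison that left out a control sample. Among the down-regulated transcripts, the smallest p belonged to ENST00000414790 of the noncoding RNA H19 (chromosome 11, 1995166 to 1997843). It fell from 360.0 ± 8.87 to 41.0 ± 0.771 TPM (SD, n = 3), a log2 fold change of -3.23 (standard error 0.08, FDR 7.77e-05 from the same edgeR test). A further H19 transcript, ENST00000412788, and ENST00000540876 of CLDN2 followed, with log2 fold changes of -3.19 and -2.79. In all 6 of these transcripts, every PRU treated sample lay on the same side of every control sample. Among gene totals with at least 50 reads on average, the 5 up-regulated genes with the smallest p were CLU, CDKN2D, MAP2, KLF2 and ZNF404. The 5 down-regulated genes were H19, PSG11, CLDN2, PSG4 and DMBT1, with log2 fold changes between -7.65 and -2.8. A gene total could be fitted for 464 of the differentially expressed transcripts. For 163 of them (35.1%, Wilson 95% interval 30.9 to 39.6), the gene total changed by less than 0.5 on the log2 scale. For 198 the gene total changed by at least 2 in the same direction, and for 84 it moved in the opposite direction. Of the 474 transcripts, 208 had 0 reads in all 3 samples of a condition.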

**Figure 1:**
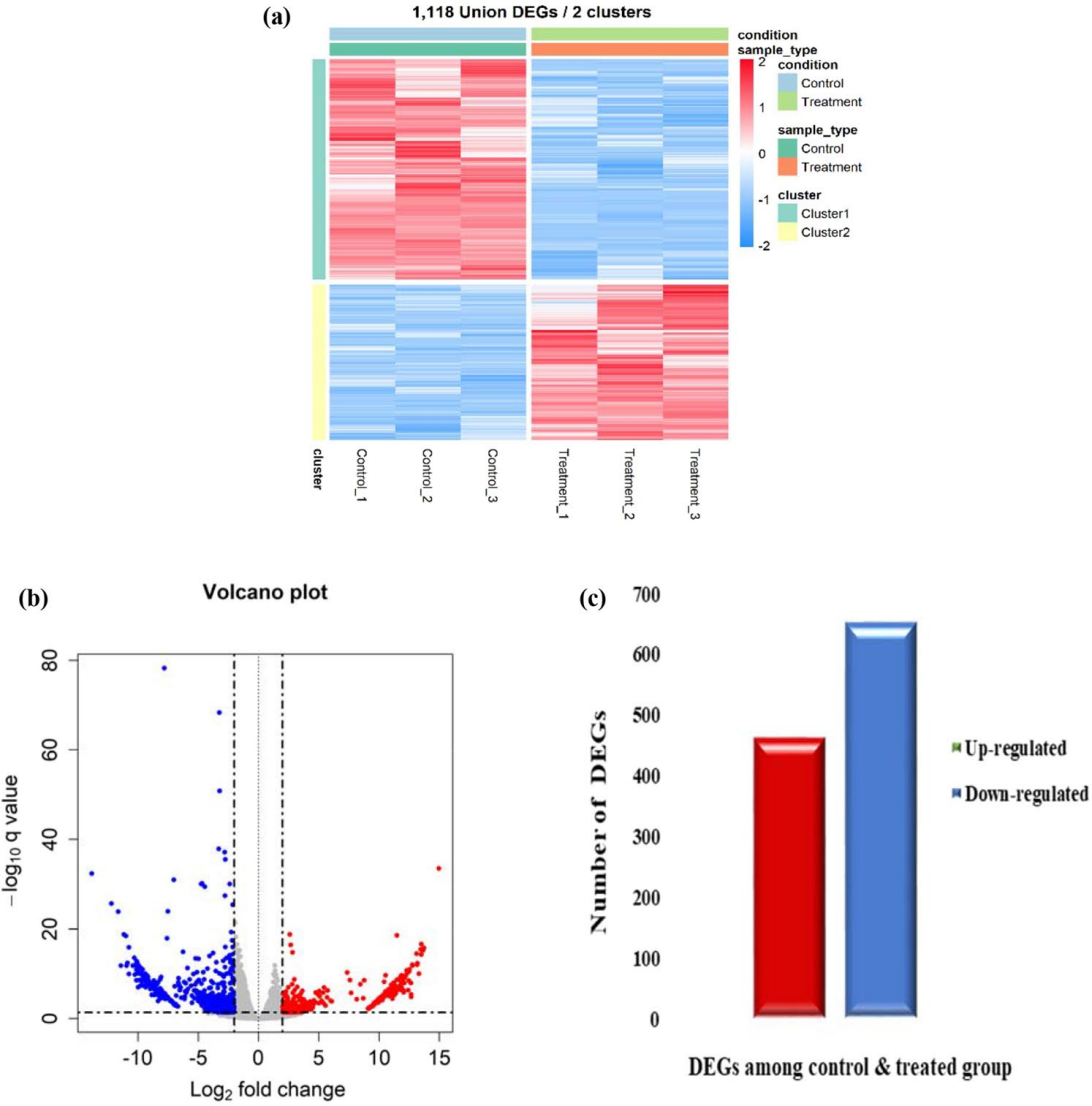
Identification of differentially expressed genes. (**a**) Heat map construction on the differentially expressed genes among control and treated conditions. (**b**) Volcano plot showing the differential pattern of genes in consideration of |logFC| >= 2, FDR < 0.05. (**c**) Bar diagram of total differentially expressed genes depicting the up-regulated and down-regulated categories.

### Functional enrichment of DEGs

The DEGs were subjected to functional enrichment analysis with the up-regulated and down-regulated cluster of genes using ClusterProfiler package in R. The gene ontology functions predicted within the q-value 2.0 were taken into consideration. The enriched biological processes of 463 up-regulated genes are found to be involved in cell matrix adhesion, cellular modified amino acids metabolic process followed by positive regulation of chromosome organization enriched in cell-matrix adhesion shown in Fig. 2a. Similarly, the 655 down-regulated genes were enriched in the categories of negative regulation of hydrolase activity, small molecule catabolic process, protein targeting followed by regulation of response to DNA damage stimulus shown in Fig. 2b.

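The gene ontology enrichment was not repeated, and lists written by hand before the data were examined stand in for terms of Fig. 2. Each list was compared with all other genes by limma's camera test on log2 CPM, with Benjamini-Hochberg adjustment over the 14 lists tested, 7 of which had an FDR under 0.05. For cell matrix adhesion, 13 of 21 integrin subunits were expressed. Their median log2 difference was 0.52, 11 were higher and 2 lower with PRU, and the FDR from camera was 0.00442. The list's median against the controls was 0.031 in PRU treated replicate 1 and 0.716 and 0.614 in replicates 2 and 3. For serine synthesis and neutral amino acid transport, 14 of 15 genes were expressed, of which 13 were lower with PRU. The median log2 difference was -1.3 and the FDR from camera was 1.75e-09, with medians of -1.196, -1.132 and -1.405 in the 3 PRU treated samples. CTH (log2 fold change -2.11, standard error 0.11) and PSAT1 (-2.09, standard error 0.11) were among the genes that fell. Camera presets the correlation between genes at 0.01. When the correlation was estimated for each list, 0 of 14 lists passed, 4 had an unadjusted p under 0.05, and the lowest FDR was 0.0947. Under limma's rotation test fry, the serine and amino acid list kept an FDR under 0.05 and the integrins did not (FDR 0.0866).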

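For negative regulation of hydrolase activity, a list of protease inhibitors was used (serpins, cystatins, TIMPs, PI3 and SLPI), of which 20 of 36 were expressed. Of these, 7 were higher and 13 lower with PRU, with a median log2 difference of -0.29 and a camera FDR of 0.819. The list's direction in that test turned to higher when PRU treated replicate 1 was left out, where the FDR was 0.803. For dolichol-linked oligosaccharide synthesis, all 21 genes were expressed, 11 higher and 10 lower. The median log2 difference was 0.1 and the camera FDR 0.908, and without PRU treated replicate 1 the direction turned to lower, at an FDR of 0.564.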

**Figure 2:**
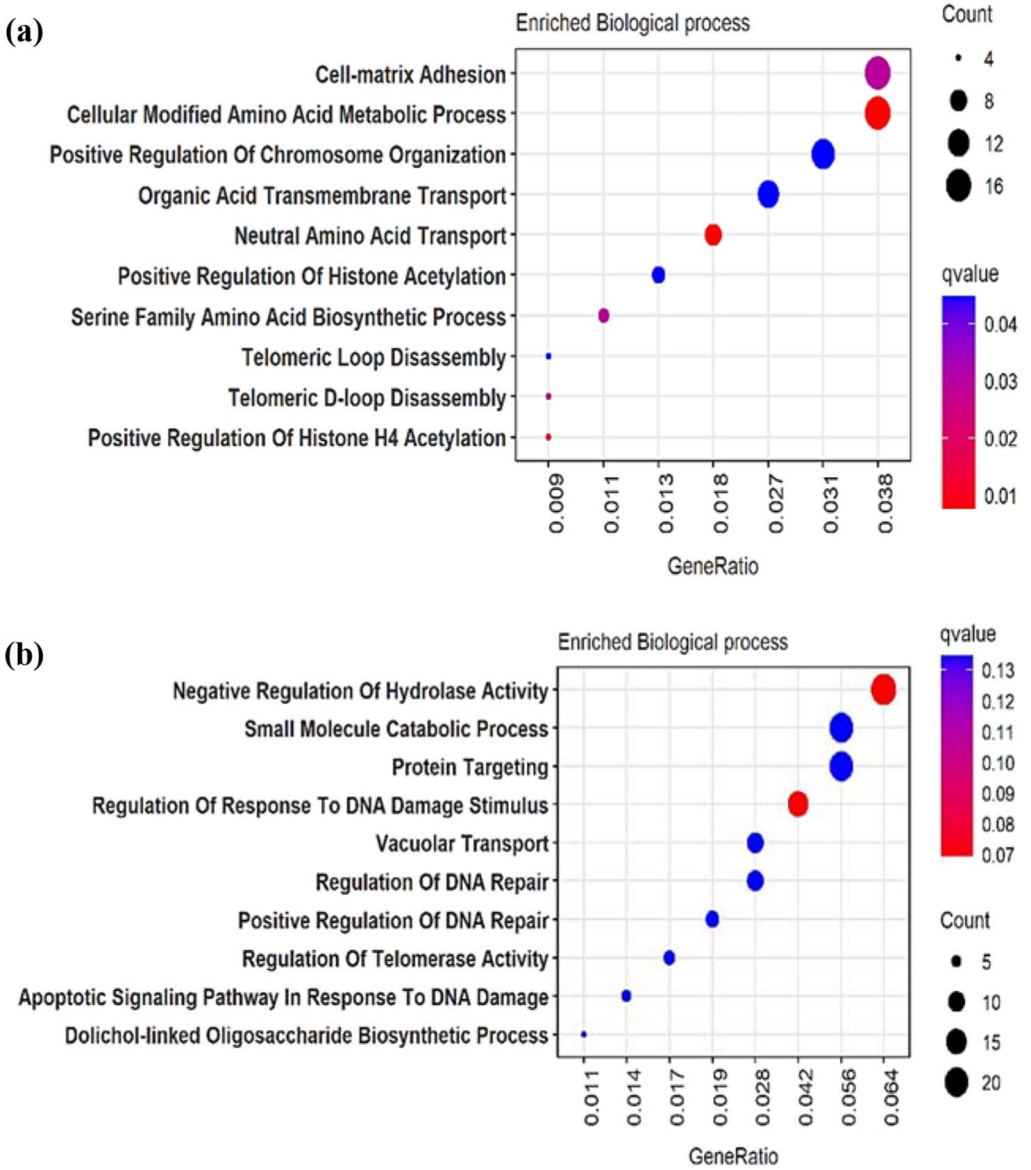
Gene ontology on the differentially expressed genes (DEGs). (**a**) Functionally enriched biological process of up-regulated genes. (**b**) Functionally enriched biological process of down-regulated genes.

### Pathway enrichment of DEGs

To obtain detailed information on the pathways executed by the DEGs, pathway enrichment was performed using KEGG database^44^. The top 10 significantly enriched pathways in DEGs with the number of genes along with FDR values are identified and listed in Table 1. 

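The KEGG enrichment was not repeated either, and 3 of the hand-written lists cover its pathways in part. Of 40 MAP kinases and their kinases, 37 were expressed, 28 higher and 9 lower with PRU. The median log2 difference was 0.16 and the camera FDR 0.0418. In the comparisons that left out a sample, the FDR passed 0.05 without control replicate 1 (0.0683), PRU treated replicate 2 (0.094) and PRU treated replicate 3 (0.0712). Of 32 ubiquitin-conjugating enzymes, 31 were expressed, 19 higher and 12 lower, with a median log2 difference of 0.04 and a camera FDR of 0.577. Of 25 core genes of necroptosis signaling, 23 were expressed, 14 higher and 9 lower. The median log2 difference was 0.08 and the camera FDR 0.56. Under fry the FDR was 0.0866, and under camera with an estimated correlation 0.739. These tests ask whether a list moves in a shared direction. The paper's enrichment asks whether a pathway is frequent among DEGs, so they do not test it. Counted singly as gene totals, 3 of these 23 genes were higher and 3 lower at an FDR under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.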

Among the 10 pathways, maximum number of genes with higher FDR values were found to be involved in four distinct mechanisms: necroptosis, TNF signaling, MAPK signaling and Ubiquitin proteolysis represented in Fig. 3.

**Table 1:** List of top significantly enriched pathways among the DEGs.

Term ID	Pathway description	Gene count	FDR value
hsa04217	Necroptosis	12	7.38E-22
hsa04668	TNF signaling pathway	9	5.75E-16
hsa04010	MAPK signaling pathway	13	5.06E-12
hsa04120	Ubiquitin mediated proteolysis	10	4.96E-11
hsa04621	NOD-like receptor signaling pathway	10	2.63E-12
hsa04657	IL-17 signaling pathway	11	0.0001179
hsa05200	Pathways in cancer	12	1.56E-05
hsa01100	Metabolic pathways	13	1.11E-29
hsa04310	Wnt signaling pathway	6	0.0001296
hsa05205	Proteoglycans in cancer	7	0.0046199

**Figure 3:**
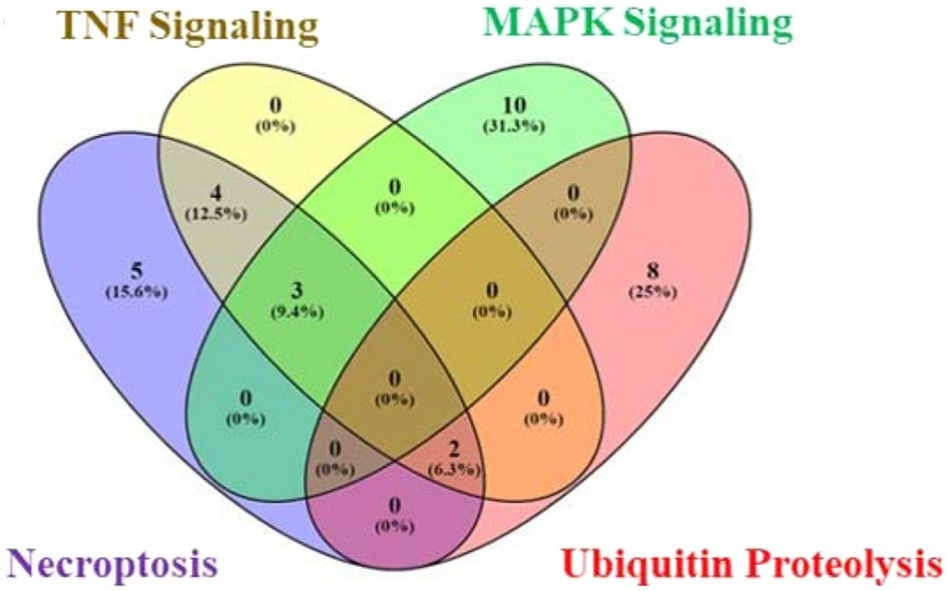
KEGG pathway enrichment on the DEGs. Venn diagram of top enriched KEGG pathways among the DEGs such as Necroptosis, TNF signaling, MAPK signaling and Ubiquitin proteolysis.

### Expression of necroptosis related genes

With the significant pathway information involved in necroptosis signaling, the available necroptosis related genes were identified among the DEGs. Interestingly around 40 genes were found to be related with necroptosis as shown in Fig. 4. 

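Fig. 4 labels 41 transcripts of 13 genes, and all 41 passed the expression filter. None of the 41 passed both thresholds, 6 had an unadjusted p under 0.05, and 1 had an FDR under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the p-values adjusted over the list alone, 0 had an FDR under 0.05. The log2 fold changes ran from -2.84 to 1.27, with 22 transcripts higher and 19 lower in PRU treated cells. In 19 transcripts the 3 treated samples all lay on the same side of the 3 control samples, where chance gives 10% of transcripts. The study chose the list on these samples and many of its transcripts share a gene, so this separation is not independent evidence. The transcript with an FDR under 0.05 was ENST00000263464 of BIRC3 (chromosome 11, 102317484 to 102339403). It rose from 2.31 ± 0.205 to 5.46 ± 1.44 TPM (SD, n = 3), a log2 fold change of 1.14 (standard error 0.22, FDR 0.0452 from the same edgeR test), and its FDR was above 0.05 in 5 of the 6 comparisons that left out a sample. RIPK1 is shown by a pair of transcripts. ENST00000380409 (chromosome 6, 3063862 to 3115150) had a log2 fold change of 0.53 (standard error 0.17, FDR 0.151, edgeR) and ENST00000259808 of 0.43 (standard error 0.27, FDR 0.42, edgeR). For MLKL, the log2 fold change was -0.83 (FDR 0.0774, edgeR) for ENST00000308807 and -1.34 (FDR 0.199, edgeR) for ENST00000573267. In each of these 5 transcripts all 3 treated samples lay on the same side of all 3 controls. The MLKL transcript ENST00000308807 had an FDR of 0.00689 without PRU treated replicate 1. Leaving out that replicate moved the list most, to 5 transcripts with an FDR under 0.05, of which 3 passed both thresholds. From the enrichment of the necroptosis pathway among its DEGs and its earlier work on PRU, the paper reasons that necroptosis related genes are the ones to examine, and it states that PRU mediated cell death is associated with the RIPK family through necroptosis.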

The enriched expression of genes involved in the necroptosis signaling network were mapped using KEGG pathway maps using Pathview R and visualized in Fig. 5.

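The boxes of Fig. 5 average the log fold changes of a gene's transcripts, whereas the values here are gene totals. The genes of Fig. 4, Fig. 7b and the single-gene boxes of Fig. 5 come to 65, of which 53 were expressed. Of these, 22 had an FDR under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9 higher and 13 lower with PRU, and this count was 41 without PRU treated replicate 1, the alternative that moved it most. RIPK1 (chromosome 6, 3063824 to 3115187) rose from 19.7 ± 0.711 to 29.8 ± 1.04 TPM (SD, n = 3), a log2 fold change of 0.51 (standard error 0.07, FDR 0.00302, edgeR). MLKL fell from 16.0 ± 0.921 to 10.1 ± 1.75 TPM, a log2 fold change of -0.78 (standard error 0.14, FDR 0.00788, edgeR). SQSTM1, which encodes p62, had a log2 fold change of 1.27 (FDR 0.00382, edgeR) and SMPD1, which encodes acid sphingomyelinase, of 1.21 (FDR 0.00152, edgeR). BIRC3 rose by 1.03 (FDR 0.0112, edgeR), and its FDR was 0.0549 without control replicate 2 and 0.0508 without control replicate 3. TRPM7 had a log2 fold change of -1.0 (FDR 0.00487, edgeR) and TNFAIP3, which encodes A20, of -0.84 (FDR 0.00378, edgeR). TLR3 had a log2 fold change of -1.45 (FDR 0.0306, edgeR) and kept an FDR under 0.05 in just 1 of the 6 comparisons that left out a sample, the comparison without PRU treated replicate 1. Among the genes of this set, IL33 was the 1 past both thresholds, at a log2 fold change of -2.82 and with at most 27 reads in any sample. For each of these 9 genes, all 3 treated samples lay on the same side of all 3 controls, and for CASP8 and FADD the conditions overlapped. CASP8 changed by -0.18 (FDR 0.317, edgeR), or by -0.35 (FDR 0.00112, edgeR) without PRU treated replicate 1. FADD changed by 0.04 (FDR 0.794, edgeR), and its sign turned to -0.04 without that replicate. RIPK3 was not expressed at this depth, with at most 1 read in any sample, and none of the 11 genes of uncoloured boxes passed the expression filter.

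**Figure D2:**
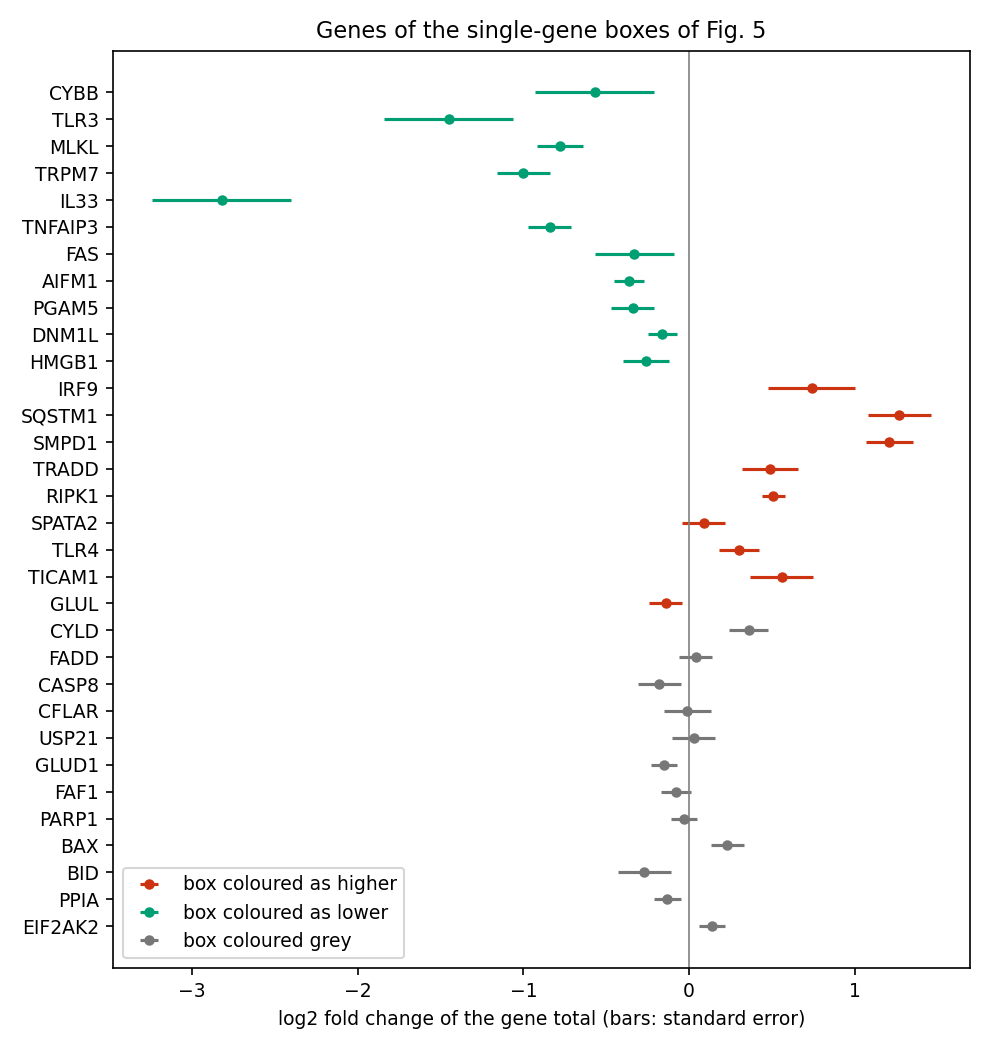
Log2 fold changes of gene totals, PRU treated against control, for the expressed genes with a box of their own in Fig. 5. Points are values from edgeR, bars are standard errors over 3 samples in each condition, and colours repeat the colour of the box. RIPK1 lies at 0.51, MLKL at -0.78 and IL33 at -2.82.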

**Figure 4:**
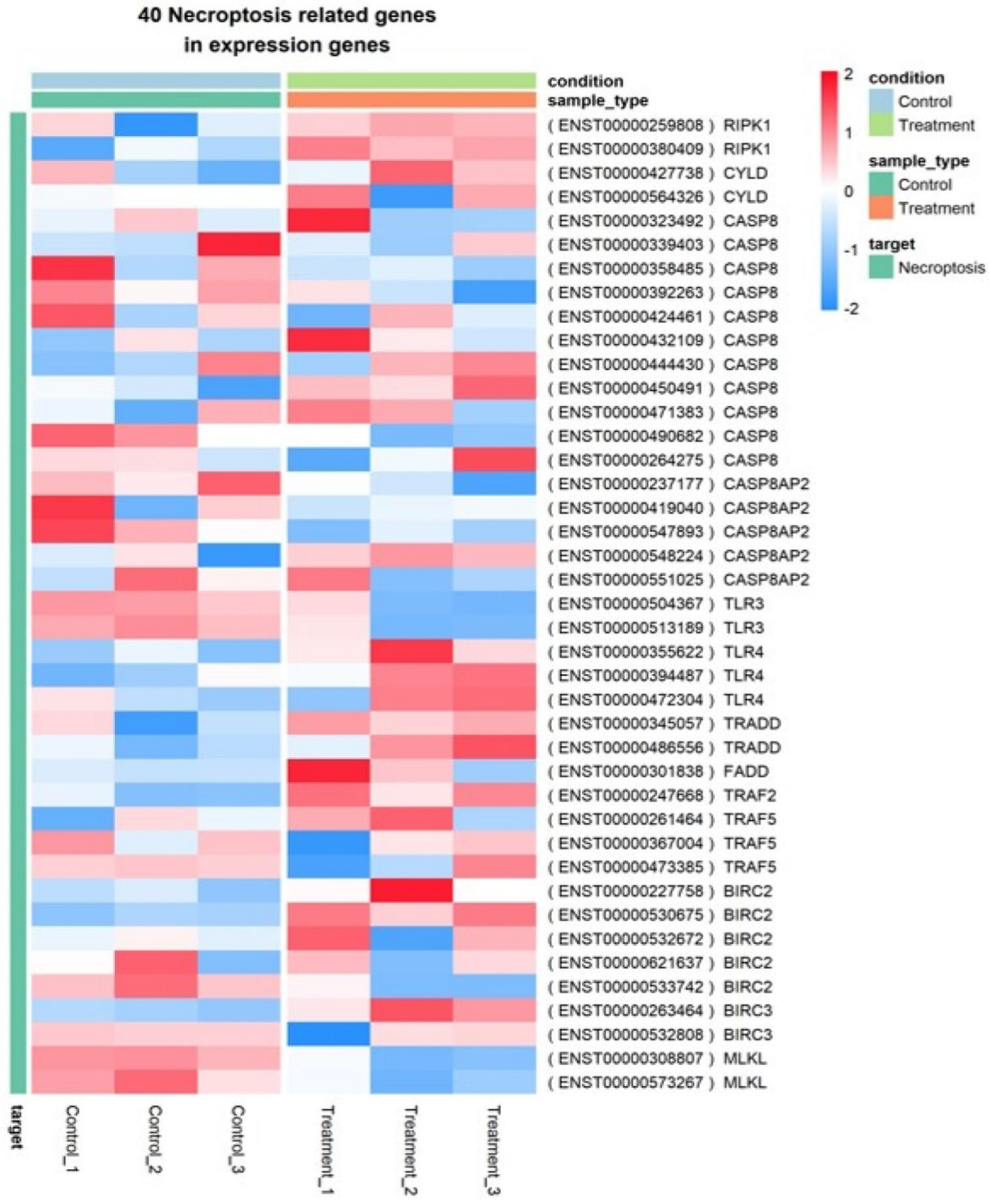
Necroptosis related genes among the DEGs. Heat map of list of necroptosis related genes expressed among DEGs.

**Figure 5:**
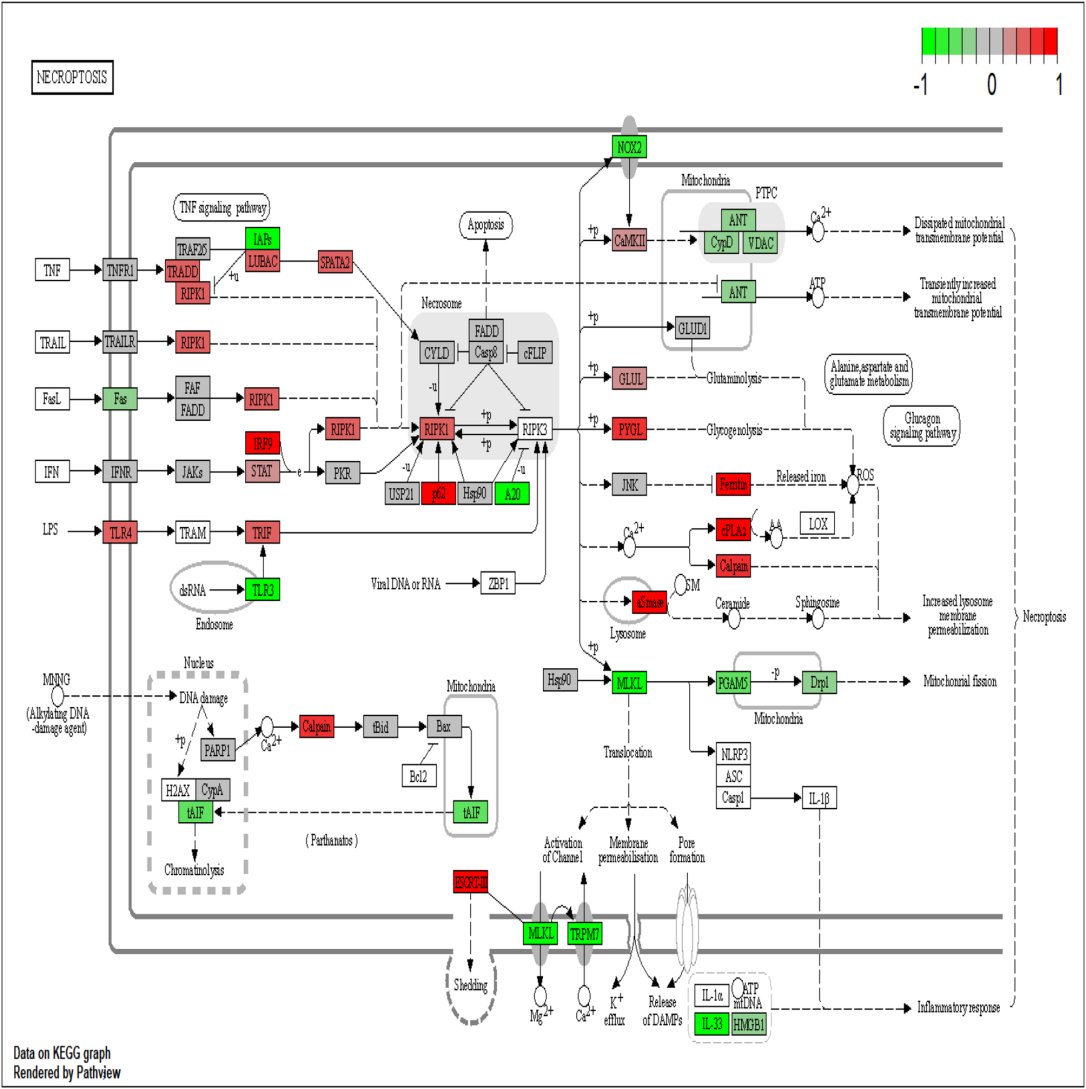
KEGG pathway construction on necroptosis. Path view mapper visualization of enriched genes using KEGG database in necroptosis pathway on Prunetin mediated cell death^44^ in AGS cells. (Multiple isoforms are used as average log fold change values).

### Functional annotation of the necroptosis genes

The significant necropsis DEGs were subjected to functional analysis on GeneCodis. The top 10 GO terms of the necroptosis DEGs were listed and provided in Table S2-S4. Based on the constructed network clusters, the biological process of the genes were significantly enriched in identical protein binding (GO:0042802), tumor necrosis factor receptor binding (GO:0005164), protein binding (GO:0005515), protein-containing complex binding (GO:0044877), death receptor binding (GO:0005123), ubiquitin protein ligase binding (GO:0031625), death effector domain binding (GO:0035877), death domain binding (GO:0070513), JUN kinase kinase kinase activity (GO:0004706) and thioesterase binding (GO:0031996) shown in Fig. 6a.

**Figure 6:**
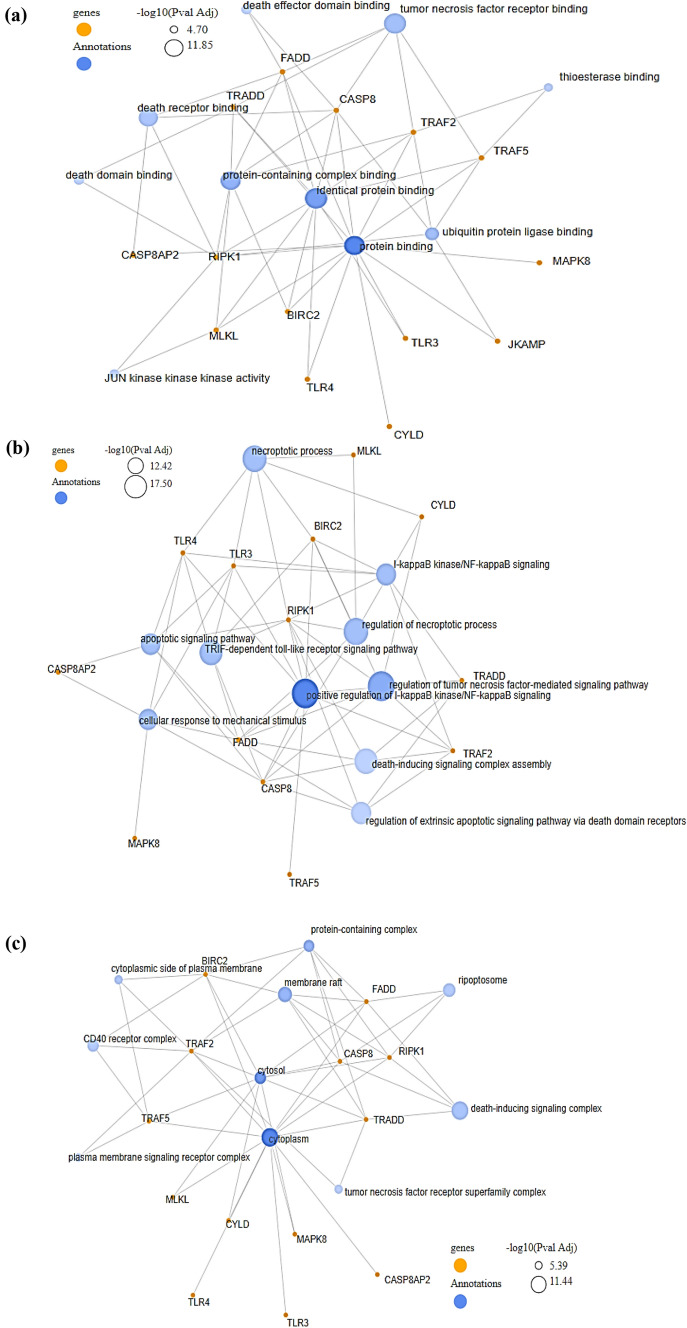
Network clusters of the significant necroptosis genes annotation in terms of (**a**) Biological process, (**b**) Molecular function, and (**c**) Cellular component.

Regarding MF, Regulation of tumor necrosis factor-mediated signaling pathway (GO:0010803), Positive regulation of I-kappaB kinase/NF-kappaB signaling (GO:0043123), Regulation of necroptosis process (GO:0060544), Necroptotic process (GO:0070266), Death-inducing signaling complex assembly (GO:0071550), TRIF-dependent toll-like receptor signaling pathway (GO:0035666), Regulation of extrinsic apoptotic signaling pathway via death domain receptors (GO:1902041), I-kappaB kinase/NF-kappaB signaling (GO:0007249), Apoptotic signaling pathway (GO:0097190) and Cellular response to mechanical stimulus (GO:0071260) shown in Fig. 6b.

Followed by, in terms of cellular component the genes were enriched in death-inducing signaling complex (GO:0031264), cytoplasm (GO:0005737), membrane raft (GO:0045121), ripoptosome (GO:0097342), cytosol (GO:0005829), CD40 receptor complex (GO:0035631), protein-containing complex (GO:0032991), tumor necrosis factor receptor superfamily complex (GO:0002947), cytoplasmic side of plasma membrane (GO:0009898) and plasma membrane signaling receptor complex (GO:0098802) shown in Fig. 6c.

### Identification of target gene and its associated prognostic markers

To determine the hub target gene among the significant necroptosis genes, a protein-protein interaction network was constructed using the STRING database with the threshold confident score of 0.9 and all the unconnected nodes were removed. Subsequently, on the observation of the PPI network, RIPK was found to be the core hub gene interconnected with all the necroptosis proteins (Fig. 7a). Among the total DEGs, 16 candidate genes were identified to be in close association with the target RIPK family of genes. 

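Fig. 7b labels 17 transcripts, and all 17 passed the expression filter. In PRU treated cells 9 were higher and 8 lower, each with all 3 treated samples on the same side of all 3 controls, where chance gives 10% of transcripts. An unadjusted p under 0.05 was found for 11 of them and an FDR under 0.05 over all tested transcripts for 1, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 3 had an FDR under 0.05, namely EXD2, LGALS4 and FXYD3. The study chose the list on these samples, so neither this second count nor the separation of the conditions is independent evidence. The transcript that passed both thresholds was ENST00000597153 of LGALS4, a retained intron form (chromosome 19, 38802343 to 38812945; FDR 0.0425). It had 18, 7 and 10 reads in the control samples and 0, 1 and 0 with PRU, at least 4.01-fold lower, and among the comparisons that left out a sample it passed both thresholds just without PRU treated replicate 1 (FDR 0.047). Of the higher transcripts, ENST00000409675 of EXD2 rose from 3.66 ± 1.58 to 9.21 ± 0.57 TPM (SD, n = 3), a log2 fold change of 1.23 (standard error 0.34, FDR 0.106, edgeR). ENST00000502929 of MATR3 had the highest log2 fold change, 1.66, with a standard error of 0.77 (FDR 0.284, edgeR). The transcript of LRRC75A-AS1, listed as SNHG29 in the annotation, had a log2 fold change of 0.65 (FDR 0.272, edgeR). The gene totals of MATR3 and SNHG29 moved the other way, with log2 fold changes of -0.49 (FDR 0.00919, edgeR) and -0.35 (FDR 0.0116, edgeR), although the second was above an FDR of 0.05 without control replicate 1 (0.0541), control replicate 3 (0.0719) or PRU treated replicate 3 (0.0505). The annotation holds a second gene named MATR3, to which the transcript of Fig. 7b does not belong, with a log2 fold change of -0.28 (FDR 0.225, edgeR). Of the lower transcripts, ENST00000604621 of FXYD3 fell from 121.0 ± 12.1 to 91.7 ± 4.14 TPM (SD, n = 3), a log2 fold change of -0.49 (standard error 0.12, FDR 0.0772, edgeR). With DESeq2 in place of edgeR, 3 transcripts had an FDR under 0.05 and none of the 17 passed both thresholds.

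**Figure D3:**
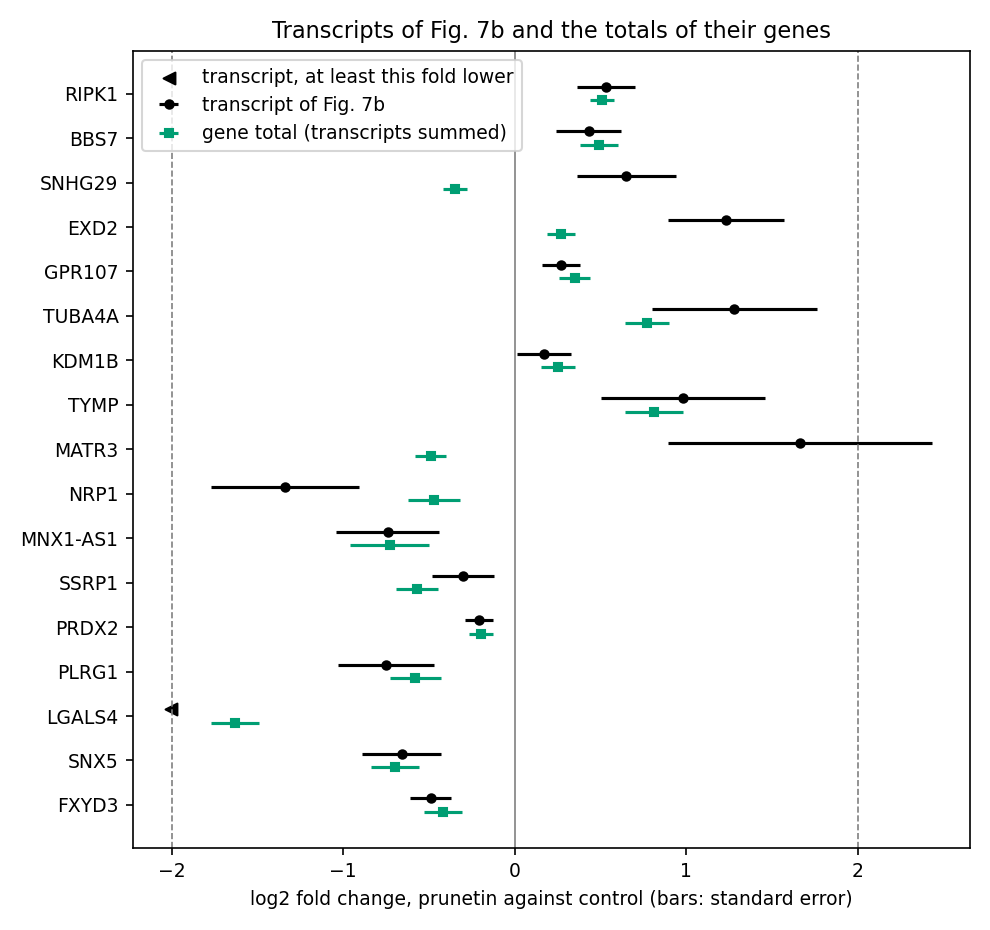
Log2 fold changes, PRU treated against control, of the 17 transcripts of Fig. 7b (black) and of the totals of their genes (green), with standard errors from edgeR over 3 samples in each condition. Dashed lines mark 2 and -2, and the arrow for LGALS4 marks a lower bound of 4.01-fold.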

In which, 9 genes (*RIPK1, EXD2, BBS7, LRRC75-AA51, GPR107, TUBA4A, KDM1B, TYMP,* and *MATR3*) were found to be up-regulated and 8 genes (*NRP1, MNX1AS1, SSRP1, PRDX2, PLRG1, LGALS4, SNX5* and *FXYD3*) were found to be down-regulated in PRU treated conditions presented in Fig. 7b, which can be considered as possible candidate biomarkers. The List of candidate genes significantly associated with RIPK family with their functional description is represented in Table S5.

**Figure 7:**
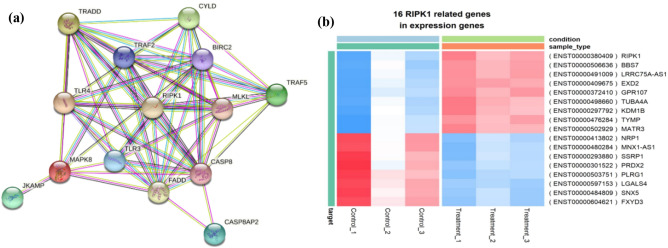
Hub gene identification and expression of its associated targets among DEGs. (**a**) Protein-protein interaction network of significant necroptosis DEGs (CYLD, TRADD, TRAF2, BIRC2, TLR4, RIPK1, CASP8, TRAF5, MAPK8, JKAMP, FADD, MLKL, CASP8AP2, and TLR3). (**b**) Heat map construction on the 16 candidate RIPK related gene expression. The differential expression of 16 RIPK genes were expressed between control and treated conditions based on fold change.

### Candidate gene validation through GEPIA

Consistent with the GEO analysis, GEPIA analysis showed among the 16 candidate genes, 8 genes (*NRP1, MNX1-AS1, SSRP1, PRDX2, PLRG1, LGALS4, SNX5*, and *FXYD3*) were overexpressed in stomach cancer samples compared with normal tissues. The box plots of gene expression by pathological stages based on the TCGA clinical annotation revealed their high expression levels significantly associated with advanced adenocarcinoma stage (P-value<0.05) are shown in Fig. S3. In addition, the overall survival rate for the eight candidate genes were predicted with their HR and Logrank P ratios as follows: HR=0.68, P=0.017 (NRP1), HR=1.8, P=0.00019 (MNX1), HR=0.84, P=0.28 (SSRP1), HR=0.88, P= 0.42 (PRDX2), HR=1.1, P=0.55 (PLRG1), HR=0.82, P= 0.21 (LGALS4), HR=1.0, P=0.9 (SNX5) and HR=1.2, P=0.28 (FXYD3). The survival plots generated using GEPIA are provided in Fig. S4.

## Discussion

The global concern on GC requires significant treatment approaches along with clear understanding of the cellular mechanism. Previously reported transcriptomic studies on GC suggested important information on identification of prognostic biomarkers and drug targets^17^. However, in spite of various limitations, to achieve a full understanding of molecular mechanisms governing GC numerous alternative events at the isoform level is preferentially required^18^. The era of transcriptome profiling provides abundant opportunities to investigate thousands of genes, analyze complicated molecular mechanisms related to oncogenesis, and thereby contributes to the precision medicine^19^.

Our previous reported study on the molecular action of PRU represented an in vitro evidence on the induction of necroptosis cell death in gastric carcinoma cells^8^. In the present research, next generation sequencing platform was employed on the RNA samples of PRU treated AGS cells to get insight on the differential gene expression profile and identify the candidate biomarkers.

A total average of 48 million reads per sample were generated from RNA sequencing using pair-end Illumina Novaseq6000 platform with 89% mapping rate. Upon normalization, the low quality reads and adaptor reads were trimmed to obtain high stringency yield of 95.98% total clean reads on the reference genome GrCh38. Then, while comparing the normal and PRU treated AGS cells, a list of 1,118 DEGs were identified based on logFC >= 2, FDR < 0.05, respectively. Among all the genes, 463 were up-regulated and 655 were down-regulated. Biological enrichment on the up/down DEGs were shown to be highly involved in cell-matrix adhesion and negative regulation of hydrolase activity. Followed by pathway analysis revealed the involvement of crucial signaling mechanisms such as necroptosis, MAPK signaling, TNF signaling and ubiquitin proteolysis with significant gene ratio.

Based on our previous findings that Prunetin tends to activate necroptotic mediated cell death^8^, we decided to focus on necroptosis as the flavonoid's mode of action. Also, supporting research suggests that compounds have been shown to target necroptosis in gastric cancer^45,46^. Followed by, a list of 40 necroptotic genes that were differentiated among the treated and untreated conditions were identified. Among which *RIPK1* was observed and it is revealed to be associated closely with TNF mediated signaling that aids in the balance of cell death with interaction of TRADD/FADD receptors in the cell membrane localization^20^. Also, *RIPK1* is a prominent factor of necrosome complex formation along with RIPK3 and caspase 8 proteins during the execution of necroptosis^21,22^.

Further, a group of 15 genes (*EXD2, BBS7, LRRC75-AA51, GPR107, TUBA4A, KDM1B, TYMP, MATR3NRP1, MNX1AS1, SSRP1, PRDX2, PLRG1, LGALS4, SNX5* and *FXYD3*) were found to be in close association with the RIPK family. The interaction among the genes also showed RIPK1 to be at the central node and core hub of the network. As a validative approach, the genes were analyzed based on their expression profile using TCGA and GTEx data by GEPIA analysis. Specifically, 8 genes (*NRP1, MNX1AS1, SSRP1, PRDX2, PLRG1, LGALS4, SNX5* and *FXYD3*) were found to be highly expressed in stomach cancer tissues compared to normal tissues. Furthermore, these candidate genes have been shown to have elevated expression in gastric cancer samples as evidenced by high throughput sequencing and expression profiling studies. *NRP1* has been identified as a key regulatory axis in gastric cancer, as evidenced by sequencing (Reference: GSE192631). *MNX1-AS1, PLRG1*, and *SNX5* gene expression levels were found to be higher in 70 primary gastric cancer samples after genome-wide expression profiling. (Reference: GSE35809). Gene expression profiling using oligonucleotide arrays on 22 gastric cancer tissues revealed an increase in the expression of the genes *LGALS4, FXYD3, SSRP1*, and *PRDX2* (Reference: GSE2685).

*NRP1* gene that encodes for neuropilin that are involved in nervous system development and is reported to be an important factor in the *VGEF* cell differentiation during angiogenesis process^23,24^. The transcription regulatory gene *MNX1AS1* plays a vital role in methylation process during epigenetic activation and reported to contribute in gastric cancer progression^25,26^. *SSRP1* is known as a component of chromatin formation complex that acts as a transcriptional cofactor for p63/TP53. *SSRP1* is identified to bind specifically to the double strand of DNA in combination with anti-tumor agents to execute cell death by blocking replication^27^. Furthermore, peroxiredoxin enzyme protein and pleiotropic regulator enzyme encoded by *PRDX2* and *PLRG1* genes has been involved directly in mRNA splicing during the spliceosome complex formation^28,29^. Galectin-4 protein encoded by the gene *LGALS4* is implicated in the assembly of cell junction and adhesion. Also, the protein is reported to be an assessment blood marker factor employed in the screening of colorectal cancer^30^. *SNX5* gene encodes for intracellular membrane protein receptors that interacts in cellular trafficking during the calcium/potassium ion channel transport and endocytosis. Interestingly, increased expression of *SNX5* has been evidenced in the progress of cancer cell proliferation through *EGFR*-*ERK1*/*2* signaling pathway^31^. Similarly, *FXYD3* is noted to show overexpression in carcinoma cells with extensive role in the cytoplasm during the tumorigenesis development^32,33^. 

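As gene totals, NRP1, MNX1-AS1, SSRP1, PRDX2, PLRG1, LGALS4, SNX5 and FXYD3 all had negative log2 fold changes in PRU treated AGS cells. LGALS4 (chromosome 19, 38801671 to 38812945) fell from 47.2 ± 2.35 to 15.6 ± 1.26 TPM (SD, n = 3), a log2 fold change of -1.63 (standard error 0.14, FDR 0.000476 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SNX5 fell from 353.0 ± 3.28 to 244.0 ± 51.1 TPM, a log2 fold change of -0.7 (FDR 0.00978, edgeR), with an FDR of 0.0524 when control replicate 2 was left out. SSRP1 changed by -0.57 (FDR 0.0112, edgeR), with an FDR of 0.0515 without control replicate 1 and 0.0567 without control replicate 2. PLRG1 changed by -0.58 (FDR 0.0271, edgeR) and kept an FDR under 0.05 in 1 of the 6 comparisons that left out a sample. FXYD3 as a gene total changed by -0.42 (FDR 0.0254, edgeR) and kept an FDR under 0.05 in 2 of the 6. The other 3 genes had an FDR above 0.05 with all samples. MNX1-AS1 changed by -0.73 (FDR 0.0521, edgeR), NRP1 by -0.47 (FDR 0.0542, edgeR) and PRDX2 by -0.2 (FDR 0.0687, edgeR). Without PRU treated replicate 1, the FDR of these 3 was 0.0458, 5.71e-05 and 0.015. In 7 of the 8 genes all 3 treated samples lay under all 3 controls, and for NRP1 the conditions overlapped. From this lower expression and from higher expression of the same genes in stomach cancer in databases not used here, the paper proposes the 8 genes as markers for gastric cancer treatment.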

Interestingly, our study has shown that all these significant genes are found to be down-regulated in their expression in PRU-treated conditions.

As a therapeutic agent, a compound should induce higher expression of the target gene in proportion to shorter survival^47^. In this regard, our survival analysis of the candidate genes revealed a shorter survival degree with increased expression, with the exception of *MNX1* and *FXYD*3. The identification of specific molecular phenotypes has significant implications for treatment strategies and ongoing drug development^48^. Herein, to shed further light on gastric cancer tumorigenesis, we presented the presence of candidate gene expression as a set of supporting evidence showing the different molecular subtypes of GC: (Epstein–Barr virus (EBV), microsatellite instability (MSI), genomically stable (GS), and chromosomal instability (CIN) using cBioportal database. The implications of molecular phenotype would be significant, and it would imply the presence of distinct molecular drivers and molecular pathways for each gastric cancer subtype to therapy^49^.

The present transcriptome study on AGS cells treated with PRU was undertaken to explore the whole genome level on the same cell line based on our previous study that demonstrated the activation of necroptosis mechanism by PRU^8^. The research disclosed DEGs with 16 RIPK family of genes that were associated with DNA damage, cell adhesion, differentiation, angiogenesis and transcription regulation. Among which, *NRP1, MNX1, SSRP1, PRDX2, PLRG1, LGALS4, SNX5* and *FXYD3* were identified as candidate biomarkers validated through GEPIA analysis. These 8 genes may be used as putative markers against gastric cancer upon further validations in the induction of cell death by PRU. Although cell lines are preliminary models for studying the tumor environment, they lack the ability to closely mimic the in vivo environment which is a limitation of the current research. In this context, extended investigation in multiple cell lines for versatility and in vivo model validation is still required in future.

## Conclusion

In conclusion, the genomic data obtained could be used to elucidate and generate hypotheses on the mechanisms of action of PRU in AGS cells. The identified differential gene expression pattern provides insight on the involvement of PRU mediated cancer cell death found to be in close association with RIPK family genes through necroptosis mechanism. Specifically, 8 genes *NRP1, MNX1, SSRP1, PRDX2, PLRG1, LGALS4, SNX5* and *FXYD3*) which are highly expressed in stomach cancer were significantly down-regulated in PRU treated samples. This transcriptome study, combined with gene expression analysis, suggests that these eight genes could be used to identify new biomarkers for the treatment of GC.

## Methods

### Cell culture and cultivation

The human gastric cancer cell lines AGS was obtained from the Korea cell line bank (Seoul, Korea). Upon arrival, AGS cells were cultured in Roswell Park Memorial Institute (RPMI)1640 medium supplemented with 10% heat inactivated fetal bovine serum (FBS); 100 U/mL penicillin and 100 μg/mL streptomycin was used as antibiotics. The cultivation conditions of the cells were maintained at 37 °C in a humidified atmosphere of 95% air and 5% CO_2_ in a 100 mm petri dish.

### Prunetin treatment

AGS cells were allowed to grow up to 70%-80% confluency rate in consideration for experimentation. Upon attaining 80% growth, AGS cells were digested using trypsin at 37 °C for 4 min. Followed by dilution of trypsin was performed by adding fresh medium. The cell culture was subjected to centrifugation at 1200 rpm for 4mins, then the cell pellet was suspended in fresh medium. The obtained cells were counted using a hemocytometer and seeded onto 60 π plate with a seeding density of 4 X 10^4^/well and incubated for 24 h.

### Isolation of RNA for sequencing

After 24h treatment, the whole cell lysates were collected and washed with 1X PBS (for two times). The total RNA was extracted individually from three samples of control group and three samples of treatment group, using TRIzol reagent (Invitrogen Thermofischer Scientific). The total RNA isolated was suspended in diethylpyrocarbonate (DEPC) (iNtRON Biotechnology). The integrity of RNA was then quantified using Nanodrop spectrophotometer (Thermo Scientific) and quality-assessed by RNA 6000 Nano assay kit (Agilent) and Bioanalyser2100 (Agilent).

### Library construction and sequencing

To obtain high-throughput transcriptome data of Human, we implemented Illumina-based NGS sequencing. NGS sequencing libraries were generated from one microgram of total RNA using TruSeq RNA Sample Prep Kit (Illumina) according to the manufacturer's protocol. In brief, the poly-A containing RNA molecules were purified using poly-T oligo attached magnetic beads. After purification, the total poly A+RNA was fragmented into small pieces using divalent cations under elevated temperature. The cleaved mRNA fragments were reverse transcribed into first strand cDNA using random primers. Short fragments were purified with a QiaQuick PCR extraction kit and resolved with EB buffer for end reparation and addition of poly (A). Subsequently, the short fragments were connected with sequencing adapters. Each library was separated by adjoining distinct MID tag. The resulting cDNA libraries were then paired-end sequenced (2x101bp) for samples with Novaseq 6000 system (Illumina).

### Identification of differential gene expression

Paired end sequence files from six samples (Fastq: R1, R2) were obtained and subjected to processing using Trimmomatic −0.36^34^ with parameter settings like leading:5, trailing:5, sliding window:4:15, and minlen:36. After quality score checking and read length checking RNASeq reads were mapped to human reference genome GRCh38^35^ (Gencode release 12) using STAR^36^ with default parameters. Accurately quantifying the expression level of a gene from RNASeq reads was identified by using RSEM^37^. RSEM assembles individual transcripts from RNASeq reads that have been aligned to the genome sequences. And then TPM was calculated with each transcribed fragments in the sample to quantify the expression level. To analyze the gene expression based on the transcripts, the genes where all samples in any condition had more than 5 NumRead and more than 0.3 TPM were counted as expressed genes and included in following analyses. To compare with each samples, TPM were conducted Global normalization and were used for further analysis.

### Gene ontology and KEGG pathway analysis

The normalized expression profiles of the DEGs expressing more than 0.3 TPM and 5 read counts were used for DEGs analysis using edgeR v3.22.5^38^. Any expressed genes of which log2-fold-change value was more than two and false discovery rate (FDR) was under 0.05 between any comparative set of two of conditions were selected as DEGs. The expression profile of each gene was hierarchically clustered by complete linkage method. The visualization was implemented using ggplot2 library in R packages. Differentially expressed gene sets were functionally enriched based on gene ontologies (GOs) and KEGG orthologies (KOs) using ClusterProfiler R package v3.16.1^39^. The only enriched functions with under the q-value of 0.2 were counted. Enriched KOs were mapped on KEGG pathway maps using Pathview R package v1.28.1^40,41^. Then we constructed the binary heatmap showing all genes involved in the significant pathways using in-house R script.

### Functional analysis and Protein–protein interaction (PPI) network construction of the candidate genes

The candidate genes related to RIPK family was subjected to functional enrichment using Genecodis^42^. The genes were functionally annotated with their geneIDs and significant network clusters on each category (biological process, molecular function & cellular component) was constructed. Also, protein–protein interaction network was performed uisng the Search Tool for the Retrieval of Interacting Genes (STRING) (https://string-db.org/) to identify the hub gene. The confidence score for the construction of an interactive network was set up with a threshold of 0.9, respectively.

### Target gene expression analysis by GEPIA

The Gene Expression Profiling Interactive Analysis (GEPIA) database (http://gepia.cancer-pku.cn/) is a web based tool to deliver fast and customizable functionalities based on The Cancer Genome Atlas (TCGA) and Genotype-Tissue Expression (GTEx) data^43^. The identified 16 RIPK genes were validated by the association of their gene expression levels with STAD (stomach adenocarcinoma) tissue and normal stomach tissues. The statistically range was adopted using *P* < 0.05 with a fold change of >2 as a descriptive threshold.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated during the current study are available in the GEO database with the accession no. GSE198930 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198930].

How the deposited data were processed for this re-analysis (not part of the article)

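RNA of untreated AGS cells (3 samples) and of AGS cells treated with PRU for 24 h (3 samples) was sequenced by the authors. Their deposited tables give, for each sample and transcript, RSEM's expected counts of read pairs, and the TPM, both made by the authors after trimming with Trimmomatic and mapping to GRCh38 with STAR. Between 87.59% and 88.06% of the nonzero counts of a sample are not whole numbers. The counts are not normalized and are not filtered. The TPM columns carry no scaling between samples. Conditions and replicate numbers were taken from the sample labels, and all columns were used.

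The samples held between 20257992 and 22599907 estimated pairs. A group whose samples all had at most 3 reads of a transcript or gene was treated as being at the floor, and a fold against it is given as a bound. The reads carry no molecular identifiers, so floors and intervals cover counting error alone. Identifiers were matched to GENCODE v44, and gene totals are sums over the matched transcripts of 58603 genes. A pair of unmatched transcripts named from Fig. 4, of CASP8 and BIRC2, took the gene printed there and entered its total. Between 1.8% and 1.96% of the pairs of a sample lay on the other unmatched transcripts. These were tested as transcripts and left out of gene totals.

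Counts were rounded and tested in R 4.3.3 with edgeR 4.0.16, using TMM normalization and the quasi-likelihood test with Benjamini-Hochberg adjustment. Fold changes used edgeR's prior count of 0.125, and standard errors are the log2 fold change divided by the square root of the test's F. The filter and thresholds were the paper's, which used an earlier edgeR release. Gene lists were written by hand before the data were examined and tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2. The lists are necroptosis core genes, integrin subunits, serine synthesis and neutral amino acid transport, protease inhibitors (serpins, cystatins, TIMPs, PI3 and SLPI), dolichol-linked oligosaccharide synthesis, MAP kinases, ubiquitin-conjugating enzymes, targets of ATF4, NRF2, AHR and p53, proliferation markers, cholesterol synthesis, and interferon-stimulated genes. Differences between conditions in single measures were tested by exact permutation over the 10 splits of the samples.

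The genes and transcripts named in the text follow a rule set before the data were examined. It covers the transcripts of Fig. 4 and Fig. 7b, the genes of Fig. 4, Fig. 5 and Fig. 7b, members of the lists, the 3 up-regulated and 3 down-regulated transcripts with the smallest p, and the 5 up-regulated and 5 down-regulated genes with the smallest p among those with at least 50 reads on average and no overlap between the conditions.

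The tests were tried on simulated data, in which 200 of 47283 transcripts and 200 of 14462 genes were changed by known fold changes. All changes were a log2 fold change of 3 in either direction, in transcripts or genes with at least 50 reads on average. No sample was set apart as PRU treated replicate 1 is. The recovery of smaller changes, or of those at fewer reads, was therefore not measured. For transcripts, the quasi-likelihood test recovered 83% of the changed ones with 16 false calls, the exact test of edgeR 96.5% with 104, and DESeq2 97.5% with 108. For genes, the quasi-likelihood test recovered 99% with 2 false calls, the exact test 99.5% with 3, and DESeq2 99% with 1.

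Alternatives covered the normalization (DESeq2's size factors, or library totals alone), the test (DESeq2 1.42.0, edgeR's exact test, limma on log2 TPM with pseudocounts of 1 and 0.1, and for lists fry and camera with an estimated correlation), the filter (none, or at least 10 reads in every sample), the prior count, the fold change threshold, a replicate block, and leaving out each sample in turn. The enrichment analyses with gene ontology and KEGG annotation, GeneCodis, STRING and GEPIA were not repeated, since they draw on databases not used here.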

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

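The tests on the GC content and length of the lists and on the splits of the samples were set out before their results were seen, and the PSG genes and the tests on them were chosen after. None of the results in this part is discussed in the paper.

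Target genes of ATF4, the transcription factor of the amino acid response, were lower with PRU. The median log2 difference over 17 expressed genes was -1.52, with 14 lower and 3 higher, and it was -1.716, -1.376 and -1.532 in the 3 PRU treated samples. STC2, the member at the floor, left the median of the log2 fold changes at -1.54 when set to its bound. DDIT4 (-2.34) is an example of those that fell. The camera FDR was 4.01e-09, and after a trend on GC content and gene length was removed it was 1.6e-09, which argues against such a bias as the whole cause. This list shares 5 expressed genes with the serine and amino acid list, so the falls of both are not fully separate findings. Under fry the FDR was 0.000108, and with an estimated correlation 0.0947, so the call rests on how the correlation between genes is treated. A lower activity of the amino acid response with PRU may explain the pattern, as a hypothesis, and no measure of amino acids or of ATF4 protein was used here.

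NRF2 target genes were higher, with a median log2 difference of 0.82 over 20 expressed genes, 16 higher and 4 lower. The camera FDR was 2.65e-05, 0.000278 after removal of the GC content and length trend, 0.000132 under fry and 0.0947 with an estimated correlation. Target genes of AHR were higher as well. Their median log2 difference was 1.13, all 6 expressed genes were higher, and CYP1A1 had a log2 fold change of 2.05. The camera FDR was 0.00242, 0.0103 after removal of the trend, 0.000108 under fry and 0.0947 with an estimated correlation. The median of the AHR list against the controls was 0.608 in PRU treated replicate 1 and 1.165 and 1.129 in the others. NQO1 belongs to both lists. A response of these pathways to PRU may be involved, and it stays untested beyond the lists themselves.

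Interferon-stimulated genes had a median log2 difference of 0.42 over 23 expressed genes, 21 higher and 2 lower. The camera FDR was 0.00521, 0.0103 after removal of the GC content and length trend, 0.27 under fry and 0.768 with an estimated correlation. The rise came from PRU treated replicates 2 and 3, whose medians against the controls were 0.746 and 0.812, while replicate 1 had -0.053. What sets replicate 1 apart is not known, so the rise is not shown to be shared by the PRU treated samples.

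The pregnancy-specific glycoprotein (PSG) genes were lower. Their summed reads were 2891, 3171 and 3059 in the control samples and 139, 165 and 165 with PRU, a log2 ratio of -4.33 after scaling to library size. Had reads moved between these similar genes, the family's sum would have changed little, so reads shared between paralogs are argued against by this value. PSG11 (log2 fold change -5.66) and PSG4 (-3.63) are members. The fall was in all 3 PRU treated samples. Over the 7 expressed members the median log2 difference was -5.36, and -5.27 after the trend on GC content and gene length was removed, with all treated samples under all controls in each member, which argues against such a bias as the whole cause. The FDR of the 7 members ran from 2.75e-06 to 0.00024 in edgeR's quasi-likelihood test, adjusted over all 14462 genes. This argues against the choice of the family after the fact as the source of the fall. The fall was found and tested on the same samples, and how PRU would lower these genes was not tested.

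For the gene lists together, 1 of the 10 splits of the 6 samples, the real one, gave as many as 7 lists with a camera FDR under 0.05, and the other splits gave between 2 and 4. With 10 splits the share cannot fall under 0.1, and each other split sets treated samples on both sides, so this count does not decide whether the split of the samples alone gives the result. Library totals of the conditions overlap, and the lists past the threshold numbered 7 with DESeq2's size factors as well.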

How the results depend on the processing

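The alternatives were chosen before the data were examined, apart from 5 further versions of edgeR's tests for transcripts, which were chosen after seeing the values. Which individual transcripts and genes were followed was narrowed to those named in the text, also after the values were seen. The causes of the changes were not tested unless one is given.

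Against 474 differentially expressed transcripts, there were 1006 with edgeR's exact test, 165 with limma on log2(TPM + 1), 200 without the filter, 150 with at least 10 reads in every sample, and 936 with a log2 fold change of at least 1. The last 2 follow in part from their construction, fewer transcripts tested and a lower threshold. DESeq2's size factors (477), library totals (483), DESeq2 (542), limma on log2(TPM + 0.1) (584) and a prior count of 2 (453) stayed within 1.5 times. DESeq2 shared 316 transcripts with the 474, and the exact test all 474. Among the added versions, edgeR's likelihood ratio test gave 1087, the exact test with library totals 1030, and the exact test with common then tagwise dispersion 1109, while the older quasi-likelihood dispersion (474) and the robust one (454) stayed close.

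Against 241 differentially expressed genes, there were 52 differentially expressed genes with limma on log2(TPM + 1), 365 without the filter, 93 with at least 10 reads in every sample, and 966 with a log2 fold change of at least 1. The number of genes at an FDR under 0.05, 3973, ran from 3551 to 4570 under the other alternatives that kept all samples.

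Leaving out each sample in turn gave from 38 to 1204 transcripts, from 215 to 378 genes, and from 1717 to 8288 genes at an FDR under 0.05. In each case the highest value was without PRU treated replicate 1. The same 6 comparisons gave from 0 to 3 differentially expressed transcripts of Fig. 4 and from 0 to 5 at an FDR under 0.05, from 0 to 1 and from 0 to 2 for Fig. 7b, from 12 to 41 of the named genes at an FDR under 0.05 against 22, and from 6 to 9 gene lists against 7. The share of differentially expressed transcripts with a gene total changed by less than 0.5 ran from 5.7% to 40.3%.

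With all samples, 0 of 41 transcripts of Fig. 4 were differentially expressed and 1 had an FDR under 0.05, with 6 at an unadjusted p under 0.05. For Fig. 7b these counts were 1, 1 and 11. For Fig. 4, the count of differentially expressed transcripts was 1 with a log2 fold change of at least 1. The count at an FDR under 0.05 was 3 with DESeq2, 2 with the exact test, 2 with at least 10 reads in every sample, and 0 without the filter and with limma at either pseudocount. Among the added versions it was 2 with the likelihood ratio test and 3 with the exact test on library totals. For Fig. 7b, the count of differentially expressed transcripts was 0 with DESeq2, with limma on log2(TPM + 1), without the filter and with at least 10 reads in every sample, the last because LGALS4 was no longer tested. The count at an FDR under 0.05 was 3 with DESeq2, 2 with the exact test, 0 without the filter and 0 with at least 10 reads in every sample. It was 2 with the likelihood ratio test, 3 with the exact test on library totals and 2 with the exact test with tagwise dispersion. Of the 41 transcripts of Fig. 4, 10 changed direction under at least 1 alternative, of the 17 of Fig. 7b 0 did, and of the 53 named genes 5 did.

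The share of differentially expressed transcripts whose gene total changed by less than 0.5, 35.1%, was 23.8% without the filter, 11.1% with at least 10 reads in every sample, 25.3% with a log2 fold change of at least 1, and 49.6% when the limit for the gene total was 1. Camera with an estimated correlation gave 0 lists, with 4 at an unadjusted p under 0.05. The distance between conditions beyond that within them kept its sign under all alternatives tried, from 21.8 to 56.3. The alternatives differ in the scale of their distances.

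The replicate numbers do not pair the samples: the deviations of samples with the same number correlated at -0.038, -0.052 and 0.089. With the replicate number as a block, there were 2 differentially expressed transcripts, 228 genes, 0 and 0 transcripts of Fig. 4 and Fig. 7b at an FDR under 0.05 and 0 of Fig. 7b differentially expressed, a share of 0.0% with an unchanged gene total, and 7 lists.

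Over the comparisons that left out a sample, the FDR of the protease inhibitors ran from 0.516 to 0.872, and the direction reversed without PRU treated replicate 1 (0.803) and under fry (0.707). For dolichol-linked oligosaccharide synthesis it ran from 0.564 to 0.936, with a reversal without PRU treated replicate 1 (0.564). For p53 targets it ran from 0.357 to 0.979, with a reversal without PRU treated replicate 2 (0.842). For cholesterol synthesis it ran from 0.000796 to 0.869, with a reversal without PRU treated replicate 2 (0.759) or 3 (0.516). The log2 fold change of the gene total of FADD ran from -0.04, a reversal without PRU treated replicate 1, to 0.11. Over all individual results, 34 values came past the threshold under an alternative and 82 fell back from it, while 1356 kept their side and direction. A further 39 were counted as moved and 7 as reversed.

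Of the differentially expressed transcripts, 208 had 0 reads in all samples of a condition, and their fold changes are bounds.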

Differences from the paper's values

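The alternatives named here were set before the data were examined, except where a sentence says otherwise.

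The paper reports 1118 DEGs, 463 up-regulated and 655 down-regulated. The deposited transcript counts gave 474, of which 164 were up-regulated and 310 down-regulated. The paper's values were approached within 1.5 times by edgeR's exact test (1006, 429 up and 577 down), by a log2 fold change of at least 1 (936, 339 up and 597 down), and by leaving out PRU treated replicate 1 (1204, 494 up and 710 down). They were not approached with DESeq2's size factors (477), library totals (483), DESeq2 (542), limma on log2(TPM + 1) (165) or log2(TPM + 0.1) (584), no filter (200), at least 10 reads in every sample (150), a prior count of 2 (453), a replicate block (2), or without any of the other samples (from 38 to 94). Of 5 versions of edgeR's tests chosen after seeing the values, 3 also came within 1.5 times of the paper's counts: the likelihood ratio test (1087, 473 up and 614 down), the exact test with library totals (1030, 493 up and 537 down) and the exact test with common then tagwise dispersion (1109, 471 up and 638 down). The other versions, also chosen after seeing the values, gave 474 and 454. The paper's text does not name the test.

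The paper describes around 40 necroptosis related genes, shown in Fig. 4, as DEGs. Of the 41 transcripts labelled there, 0 were differentially expressed here, with 6 at an unadjusted p under 0.05. None of the alternatives closed this gap. With a log2 fold change of at least 1, the BIRC3 transcript ENST00000263464 passed (1 transcript). Without PRU treated replicate 1, 3 transcripts passed: ENST00000504367 and ENST00000513189 of TLR3 and ENST00000533742 of BIRC2, which had 0 reads in PRU treated replicates 2 and 3 and 21 in replicate 1. All other alternatives, and the 5 versions chosen after seeing the values, gave 0.

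The paper describes the 16 genes of Fig. 7b as DEGs. Here 1 of the 17 transcripts labelled there was differentially expressed, ENST00000597153 of LGALS4. None of the alternatives closed this gap: each gave 1, this transcript, or 0, as did the versions chosen after seeing the values. The directions of all 17 transcripts were those of the paper.

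The paper places serine biosynthesis and neutral amino acid transport among the processes of the up-regulated genes in Fig. 2a. The hand-written list for these processes was lower with PRU, at a median log2 difference of -1.3. In Fig. 5 the box for IAPs is drawn as lower, whereas the gene totals of BIRC2 and BIRC3 had log2 fold changes of 0.24 and 1.03. The mean over the 7 transcripts of these genes in Fig. 4, the kind of average the figure uses, was -0.22, and it was 0.21 without ENST00000533742 (-2.84), which had 0 reads in 2 of the 3 PRU treated samples. XIAP, a further IAP that is not in Fig. 4, had a gene total of -0.29 and a transcript mean of -0.89. Over the 11 transcripts of BIRC2, BIRC3 and XIAP, with the unmatched BIRC2 transcript of Fig. 4 included, the mean was -0.46. This is the direction of the box. The box for GLUL is drawn as higher, and its gene total changed by -0.14 while the mean over its transcripts was 0.3. The box for PYGL is drawn as higher. PYGL had at most 8 reads in any sample, and by these it was at least 1.72-fold lower with PRU. Neither the gene total nor any transcript of PYGL passed the expression filter, so the colour of this box could not be checked. The paper lists MATR3 and LRRC75A-AS1 among the up-regulated genes, and their gene totals had log2 fold changes of -0.49 and -0.35, although their transcripts in Fig. 7b were higher. The paper describes its 8 candidate genes as significantly down-regulated. Its conclusion names MNX1 where Fig. 7b labels MNX1-AS1, and the values here are those of MNX1-AS1. As gene totals, 3 of them, NRP1, MNX1-AS1 and PRDX2, had an FDR above 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.0542, 0.0521 and 0.0687). NRP1 came under 0.05 with DESeq2 (0.0256), the exact test (0.0234), no filter (0.0358) and without PRU treated replicate 1 (5.71e-05). MNX1-AS1 came under 0.05 with the exact test (0.0318), at least 10 reads in every sample (0.0406) and without PRU treated replicate 1 (0.0458), and PRDX2 with DESeq2 (0.0482) and without PRU treated replicate 1 (0.015).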

Other observations

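The tests on a mixture with control material, on the ranking by agreement with RIPK1, on reads of 0 within a condition, and on orders of the RIPK1 values that keep the conditions apart or mix them, were chosen after the patterns had been seen, as was reading the share of gene totals at both limits. The tests on the splits of the samples, on GC content and length, on gene totals and on other orders of the RIPK1 values were set out before.

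For transcripts, 1 of the 10 splits of the 6 samples, the real one, gave as many as 474 differentially expressed transcripts. The other 9 splits gave 0, with between 1030 and 3470 transcripts at an unadjusted p under 0.05 against 9675 for the real split. For genes at an FDR under 0.05, 1 of the 10 splits gave as many as 3973, and the other 9 gave 0, with between 73 and 1490 at an unadjusted p under 0.05 against 5948. With 10 splits the share is never under 0.1, and each of the other 9 has treated samples on both sides, so the number of splits does not decide the question on its own.

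PRU treated replicate 1 lies apart from replicates 2 and 3. Pearson's chi-square per degree of freedom for gene counts sets squared differences against the variance of counting error. It was 57.42 and 58.68 between replicate 1 and the others. It was 4.89 between replicates 2 and 3 and between 3.27 and 7.46 among the controls. A share of control cells or control RNA in this sample would pull all changed genes back alike. The 61 genes that fell at least 4-fold in replicates 2 and 3 imply a control share of 3.9%, and the 19 that rose imply 75.8%. This difference of 71.9 percentage points (bootstrap 95% interval 55 to 87.9) argues against a mixture as the whole cause. GC content and length explained 8.4% of the variance of the deviation, which argues against those biases as the main cause. Against the controls, the median of the cholesterol synthesis list was -0.688 in replicate 1 and 0.242 and 0.383 in replicates 2 and 3, and 21 of its 24 genes were lowest of all 6 samples in replicate 1. A difference in the treatment, the medium or the time of collection may lie behind this, and nothing in the labels or the paper's text tests it. The main values given beside the paper's claims use all samples, and values without a sample name the sample or the comparisons.

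The lists of p53 targets, proliferation markers and cholesterol synthesis were not past camera's threshold. The p53 list had a median log2 difference of -0.01 over 19 genes (FDR 0.878), with 9 higher and 10 lower. The proliferation list had -0.14 over 26 genes (FDR 0.241), with 10 higher and 16 lower, and its FDR was 0.00708 without PRU treated replicate 1. For cholesterol synthesis the median was 0.03 over 24 genes (FDR 0.819), with 13 higher and 11 lower, and the FDR was 0.000796 without PRU treated replicate 1.

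The 16 transcripts shown with RIPK1 in Fig. 7b may have been picked by how closely they follow the RIPK1 transcript ENST00000380409. When the other 47282 tested transcripts were ranked by the size of their correlation with it over the 6 samples on the scale of log2(TPM + 1), the 16 closest were exactly the 16 of Fig. 7b. On untransformed TPM, which was tried first, 6 of the 16 were among the 16 closest. The paper's text does not describe such a ranking. The 6 samples fall into the 2 conditions, so no pooled correlation is given. When the 6 values of the RIPK1 transcript were put in other orders, 74 of the 719 other orders had at least 16 transcripts following them as closely. Of these 74, 49 were among the 71 orders that keep the conditions apart and 25 among the 648 that mix them. The median number of transcripts as close was 18 where the conditions were kept apart and 4 where they were mixed. The limit of closeness was that of the last of the 16, so the real order gives 16 by construction. With 74 of the 719 other orders giving at least as many, this count cannot decide whether chance agreement alone is the source. A difference between the conditions gave as many in most of its orders, and a link to RIPK1 was not tested apart from that difference.

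Some differentially expressed transcripts may reflect how a gene's reads were divided among its transcripts by the authors' quantification. This would put most of them in genes whose total did not change. The share with a gene total changed by less than 0.5 was 35.1%, and with one changed by less than 1 it was 49.6% (Wilson 95% interval 45.0 to 54.1), so the answer depends on the limit. The gene total changed by at least 2 in the same direction for 198 of 464 transcripts and moved in the opposite direction for 84. For the 474 as a whole, changes of the genes and changes in how reads were divided therefore cannot be told apart by these shares. Of the 208 transcripts with 0 reads in all samples of a condition, 130 had a gene total changed by less than 0.5. Between samples of the same condition, a median of 933 transcripts (from 822 to 1143) had at least 50 reads in one sample and 0 in the other, against 1101 (from 1001 to 1329) between samples of different conditions. For gene totals these medians were 7 and 9. The explanation therefore stays open for these transcripts. A switch of transcripts by PRU within these genes was not tested apart from this.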
